A study of Saccharomyces cerevisiae with 2 samples.

How the data were processed

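The series holds 2 biological replicate cultures of 1 group, a Saccharomyces cerevisiae strain whose SET2 gene was replaced by the kanMX4 cassette in the BY4741 laboratory background. The cells were harvested in mid-log phase at OD 1 from YPAD, a rich medium with glucose as the carbon source. Transcripts were measured by transcript isoform sequencing (TIF-Seq), which reads the capped start and the polyadenylated end of the same RNA molecule. Per the labels' protocols, DNase-treated total RNA was turned into full-length cDNA of capped and polyadenylated RNA, the ends of each cDNA were joined to each other by ligation, the circles were fragmented, and the fragments that carried the junction were captured and sequenced from both ends.

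The deposited table holds 1 whole-number count per distinct pair of start and end positions on a strand, per the file headers. Such a pair is called an isoform here, and its count is called the number of molecules. The count was used as the authors deposited it, with no scaling. The table has 1 value column for the 2 samples, named after the strain, so every value given here is from the authors' pooled count and has no SD between replicates. The labels and the header state no aligner, genome build, filter or removal of duplicates, nor how the libraries were combined. No molecular identifier is mentioned in the labels' protocols, so a count can include copies of the same molecule made by PCR. The 95% Wilson intervals on shares, the order-statistic intervals on medians and the limit of 3 molecules for a count of 0 therefore cover counting error only. With 6074514 molecules in total, that limit was 4.94e-05% of all molecules. Columns left unused because they belonged to no sample numbered 0.

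Positions were compared with the R64 assembly and its RefSeq annotation. The build was tested on the data, since neither the labels nor the header name it. At 12565 start sites with at least 30 molecules, leaving out molecules that start inside an open reading frame (ORF) and are classed below as internal start or as both ends internal, 76.4% had a pyrimidine at position -1 and a purine at position +1, the base where the molecule starts. This pair is called the initiator dinucleotide below. When all positions were moved along the genome by up to 20 nt in either direction, the highest share at any other shift was 25.6%. The maximum lay at a shift of 0 in 64 of 64 chromosome segments of equal length within a chromosome. On 0 of the 16 chromosomes did a position lie beyond the chromosome's end. Coordinates are therefore given in R64, counted from 1.

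Each isoform was placed in 1 of 8 classes against 6002 nuclear protein-coding ORFs, taken from start codon to stop codon with introns included. A full-ORF isoform covered exactly 1 ORF on its strand. An isoform over more than 1 ORF covered several. Where none was covered, the ORF with the greatest overlap was used. An internal-start isoform then started more than 100 nt inside that ORF and ended at or past its stop codon. Those starting from 1 to 100 nt inside made a class of their own, which the planned list of classes did not have. The remaining classes were internal end, both ends internal, antisense (overlapping an ORF on the opposite strand only) and no ORF. The internal-start share was the number of internal-start molecules over internal-start plus full-ORF molecules. Sense molecules are those of the 6 classes on the strand of the ORF. The bootstrap interval of the internal-start share came from 1000 draws of ORFs with replacement.

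Relations across ORFs used those with at least 50 sense molecules. Spearman's rho and Pearson's r against the log10 of ORF length or of sense molecules were tested by two-sided permutation tests with 100000 resamples, adjusted by Benjamini-Hochberg over the 2 relations. ORFs are not independent replicates, and the number of sense molecules contains the same counts as the share. Distinct start sites were scored for the initiator dinucleotide, with 100 draws of random positions more than 100 nt inside the same ORFs as background. An end was called A-rich when the 10 nt of genome downstream held at least 6 A. The number of isoforms per ORF was taken after 50 full-ORF molecules had been drawn without replacement, in ORFs with at least 50 such molecules. The antisense share was antisense over sense plus antisense molecules.

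The genes named were set by a rule fixed before the data were examined: SET2, FLO8 and STE11, and the 5 ORFs with the highest internal-start share among those with at least 50 sense molecules, ties broken by molecules. The tie-break was ambiguous, since 486 ORFs tied at 100%. Reading it as sense molecules was settled after the values had been seen, and counting only internal-start and full-ORF molecules would have favoured other long ORFs over IMH1 and SPT6. Other genes that are named were singled out after their values were seen. FLO8 is annotated as a pseudogene, so it is outside the ORF set and was classified by itself with the same rules.

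The tests of the main results and the alternatives were fixed before the data were examined, apart from the choices listed next. The tests of candidate explanations in the closing sections were not all fixed beforehand. Several were chosen after their results had been seen, as stated there. The minimum of 30 molecules per start site, the 10% limit on a site's part of the sense molecules, the limits of 1000 and 2000 nt on ORF length, the ORF length windows, the bootstrap over ORFs and the 90% limit used for short ORFs were set after a first look at the data. The alternatives planned beforehand were other distances inside the ORF (0 and 200 nt), only isoforms with at least 2 molecules, each isoform counted once, only ORFs that overlap no other annotated gene, A-rich ends left out, minimums of 20 and 200 sense molecules, a share per kb of ORF, partial correlations, 100 molecules drawn, and 10 nt windows for isoform ends. Added after seeing the data were ORFs of at most 1000 nt, leaving out the 10 ORFs with the most sense molecules, and start sites with at least 30 molecules. Planned results numbering 3 were not computed because the libraries share 1 column: isoforms shared between replicates, the correlation between replicates, and the replicate difference against sampling noise. The series has no group to compare with, so no test between groups was made.

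The classification was tested on simulated data. It recovered the class and the ORF of 100% of 2000 simulated isoforms, and 99.6% of the same isoforms on the opposite strand were called antisense. The simulated positions followed the rules of the classes, so this checks only that the rules were applied. Short ORFs, ORFs that overlap another gene and isoforms over more than 1 ORF were not simulated. The permutation test gave p under 0.05 in 3.5% of 200 simulated null relations and in 100% of 50 simulated true relations. The simulated relations had fewer values than the real ones, no ties and no shared counts. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, with Matplotlib 3.10.9 for the figures.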

Results

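Transcript isoforms were mapped in a yeast strain that lacks SET2, the gene of a histone methyltransferase that associates with elongating RNA polymerase II. TIF-Seq gave the start and the end of each capped and polyadenylated RNA molecule. The data came from 2 biological replicate cultures of 1 group in glucose medium, which the authors combined into 1 pooled count per isoform, so no replicate spread could be given. The pooled table held 6074514 molecules in 510263 distinct isoforms on 16 chromosomes. There were 260442 distinct start sites and 134974 distinct end sites. The median isoform was counted 2 times. Isoforms counted once numbered 179535, which was 35.2% of isoforms and 2.96% of molecules. The most counted isoform had 89859 molecules, and the 10 most counted isoforms together took 6.40% of all molecules. The molecules had a median length of 853 nt, and isoforms ranged from 40 to 4874 nt. Molecules longer than 2000 nt made up 0.503% of the total.

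The deleted gene was examined first, as a check of the genotype. SET2 (YJL168C) lies on the minus strand of chromosome X from 102227 to 104428 in R64. Of all molecules, 0 overlapped this ORF on either strand, which allows a share of up to 4.94e-05%. Among the 458 other ORFs whose length was within 10% of that of SET2, the median was 87 sense molecules. Of these ORFs, 7 had no sense molecule, and 1 had no molecule on either strand, which was 0.218% of them. The neighbouring ORFs were covered: ASG7 (YJL170C, 101150 to 101779, minus strand) had 437 sense molecules, and ERG20 (YJL167W, 105014 to 106072, plus strand) had 3013.

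**Figure D1:**
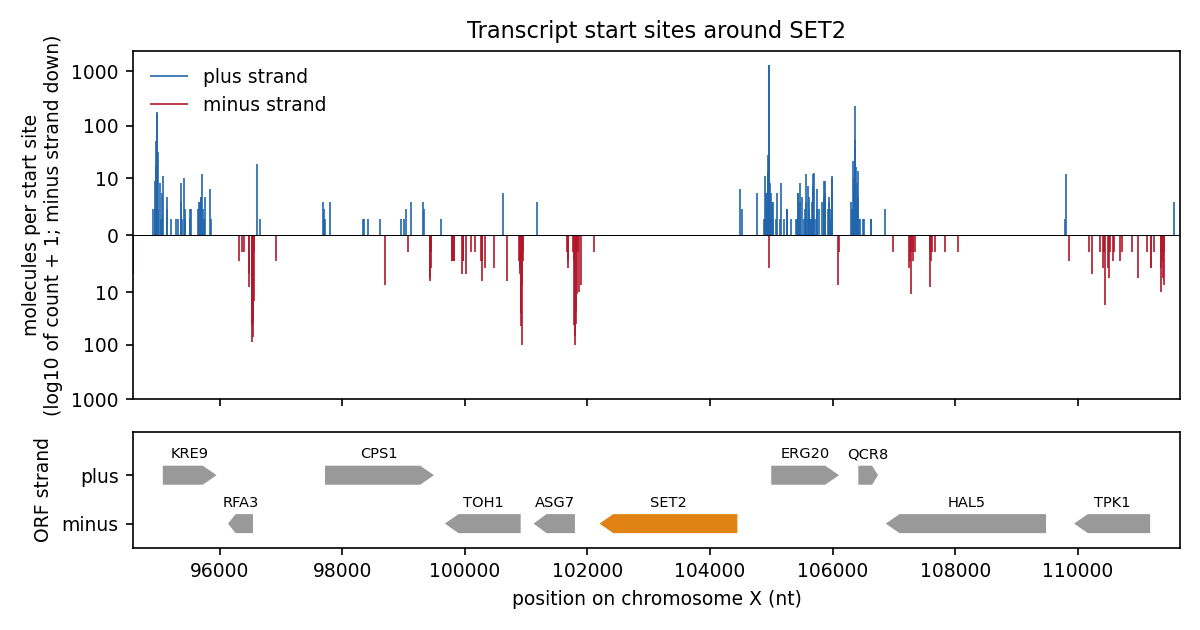
Start sites of molecules around SET2 on chromosome X (position in nt) with the number of molecules per site as log10 of the count plus 1, plus strand upward and minus strand downward, above the annotated ORFs. SET2 (orange) has 0 molecules, between ASG7 with 437 and ERG20 with 3013 sense molecules.

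The position of each molecule relative to annotated ORFs was then determined. Full-ORF molecules made up 84.2% of the total (95% Wilson interval 84.1% to 84.2%, 5112501 molecules) and 49.5% of distinct isoforms. Internal-start molecules were the next largest class, with 10.8% of molecules (10.8% to 10.8%) and 36.4% of isoforms. Molecules starting from 1 to 100 nt inside an ORF made up 1.49%, and those ending inside the ORF made up 1.19%. Molecules with both ends inside an ORF made up 0.251%. Antisense molecules made up 1.01%, molecules overlapping no ORF made up 1.05%, and molecules covering more than 1 ORF made up 0.0561%. Counting each isoform once moved these shares most, and took the internal-start class from 10.8% to 36.4%. Median lengths were 889 nt for full-ORF molecules, 534 nt for internal-start molecules and 539 nt for antisense molecules. A-rich sequence followed the end of 20.7% of full-ORF molecules and 21.1% of internal-start molecules, against 68.5% of molecules with an internal end and 74.97% of those with both ends internal.

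**Figure D2:**
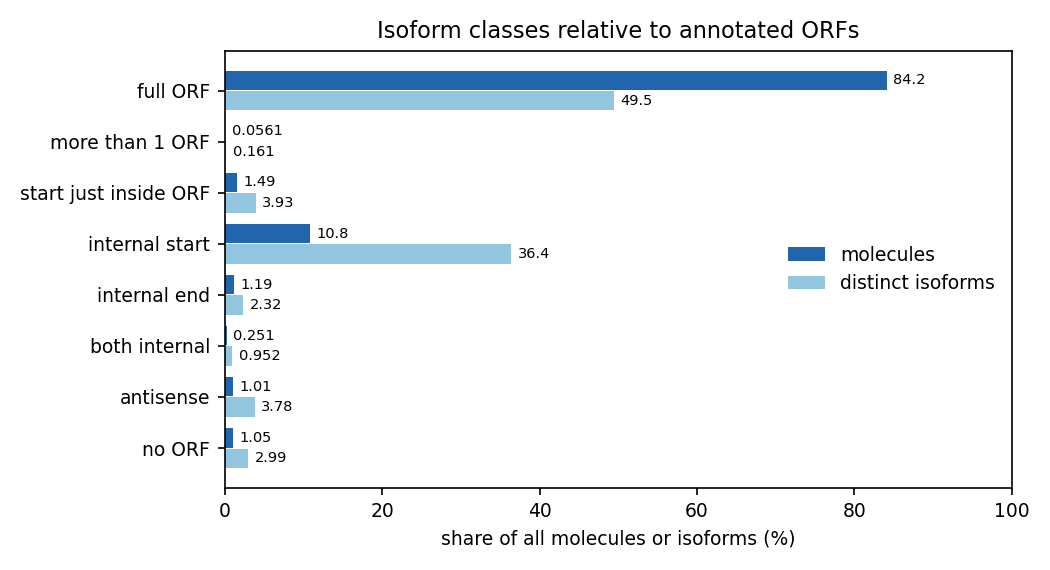
Share (%) of all 6074514 molecules (dark bars) and of all 510263 distinct isoforms (light bars) in each of 8 classes of position relative to annotated ORFs. Internal-start isoforms take 10.8% of molecules and 36.4% of distinct isoforms.

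Full-ORF molecules had a median 5′ UTR of 30 nt and a median 3′ UTR of 107 nt. The 5th and 95th percentiles were 11 and 98 nt for the 5′ UTR and 58 and 245 nt for the 3′ UTR. Counting each isoform once gave medians of 37 and 122 nt. Among 50 molecules drawn at random per ORF, the median number of distinct full-ORF isoforms was 23 (interval 23 to 24) over 2376 ORFs. With 100 molecules drawn it was 37, over 1876 ORFs. With starts and ends placed in 10 nt windows, 50 molecules gave a median of 14. Without drawing, the median was 52 isoforms per ORF, with quartiles of 27 and 113.

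Loss of Set2 is known to permit transcription from inside genes, so the level of internal starts was measured. The series has no wild type, and the level could not be set against one. Internal-start molecules made up 11.4% of internal-start plus full-ORF molecules, 654791 of 5767292. The Wilson interval was 11.3% to 11.4%, and the bootstrap over ORFs gave 9.94% to 13.0%. The 10 ORFs with the most sense molecules held 18.8% of all sense molecules, and without them the share was 13.5%. Counting each isoform once moved it most, to 42.4%. Of the 6002 ORFs, 5513 had a sense molecule and 4211 had at least 50. In the 4194 of these with a full-ORF or internal-start molecule, the median share per ORF was 46.7%, with quartiles of 12.3% and 89.8%. The share was above 50% in 2008 ORFs, or 47.9%.

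Whether longer ORFs and ORFs with fewer sense molecules carried a larger share of internal starts was asked across the 4194 ORFs, which are not independent replicates. The share rose with ORF length, with a Spearman rho of 0.855 and a Pearson r of 0.806 against log10 length (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). It fell with the number of sense molecules, with a rho of -0.543 and an r of -0.545 (permutation p = 1e-05 for each). The Benjamini-Hochberg adjusted p was 1e-05 for both of the 2 relations in this family. Partial rho given the other variable was 0.823 for length and -0.396 for sense molecules. The alternative that moved the relation with length most was the share per kb of ORF, with a rho of 0.370. The definition favours a rise with length, since an ORF of 100 nt or less can have no internal start. With starts counted from more than 0 nt inside, rho was 0.825. Both replicates are in the same column, so the relations could not be recomputed within a library. Within windows of ORF length, rho between the share and length ranged from 0.184 to 0.422, and it had no value in ORFs over 5000 nt, where every ORF in the relation was at 100%.

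The share and the molecule counts behind it were followed across windows of ORF length. In ORFs of at most 500 nt, 1.86% of molecules were internal starts. The share was 6.15% from 751 to 1000 nt, 21.1% from 1001 to 1500 nt, 55.8% from 1501 to 2000 nt, 87.2% from 2001 to 3000 nt and 97.2% from 3001 to 5000 nt. In ORFs over 5000 nt there were 11769 internal-start molecules and 0 full-ORF molecules. Full-ORF molecules per ORF numbered 499 from 1001 to 1500 nt and 3.37 from 3001 to 5000 nt. Internal-start molecules per ORF numbered 134 and 116 in the same windows, and their median lengths were 592 and 596 nt.

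**Figure D3:**
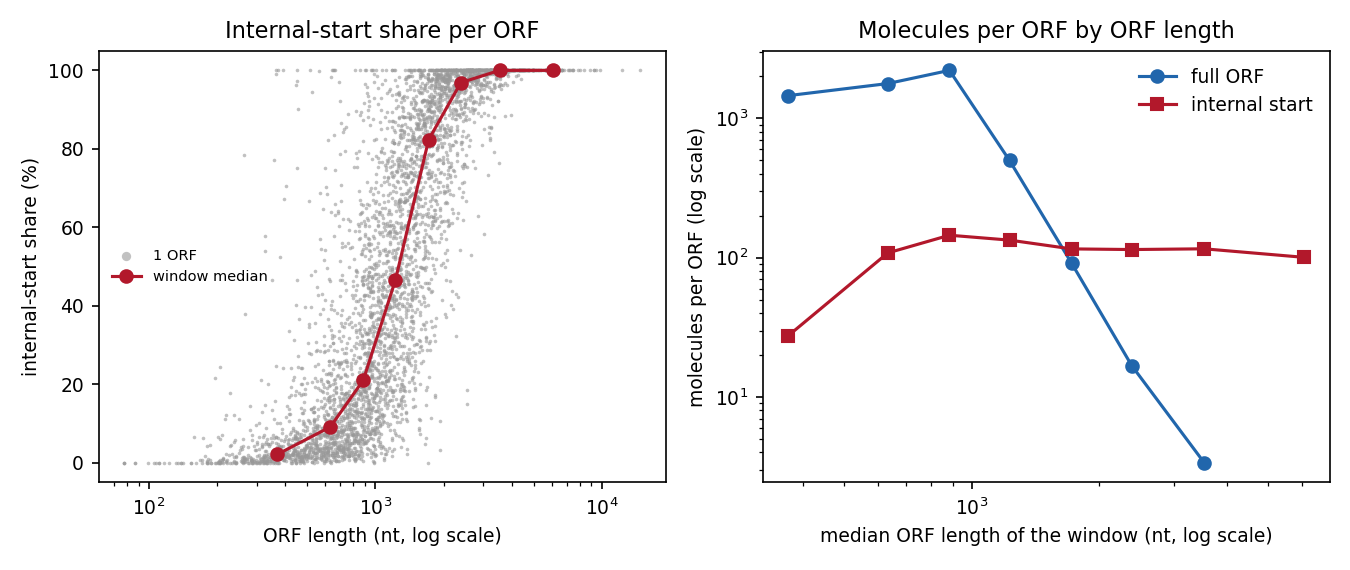
Left, internal-start share (%) of each of 4194 ORFs against ORF length (nt, log scale), with the median of each length window in red; right, full-ORF and internal-start molecules per ORF in each window against its median ORF length (both log scales). Full-ORF molecules per ORF fall from 499 to 3.37 between the windows ending at 1500 and 5000 nt and are 0, not drawn, above 5000 nt, while internal-start molecules go from 134 to 116.

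Internal starts lay mostly in the later parts of ORFs. When each ORF was divided into 5 parts of equal length from the start codon, these held 3.11%, 12.3%, 23.2%, 32.9% and 28.5% of internal-start molecules. The first 100 nt were excluded by definition. Including them moved the first part most, to 14.1%. An internal-start molecule had to reach the stop codon, and molecules longer than 2000 nt made up 0.503% of the total. A loss of long molecules would therefore also favour the later parts of long ORFs. These shares alone show no preference in initiation.

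The sequence at start sites was compared with random positions inside the same ORFs. The initiator dinucleotide was found at 57.5% of 65053 distinct start sites of full-ORF molecules and at 26.9% of 149662 internal start sites (Wilson interval 26.7% to 27.1%). Random positions gave 22.8%, with an SD of 0.109 over 100 draws. The share was 43.3% at starts from 1 to 100 nt inside an ORF, 71.6% at antisense starts and 63.7% at starts of molecules overlapping no ORF. At sites with at least 30 molecules, a minimum chosen after seeing the data, which moved these shares most, it was 75.5% for full-ORF starts, 40.8% for 1151 internal starts (38.0% to 43.7%) and 94.7% for 114 antisense starts (89.0% to 97.6%). Random positions in the ORFs of these internal starts gave 22.3%.

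**Figure D4:**
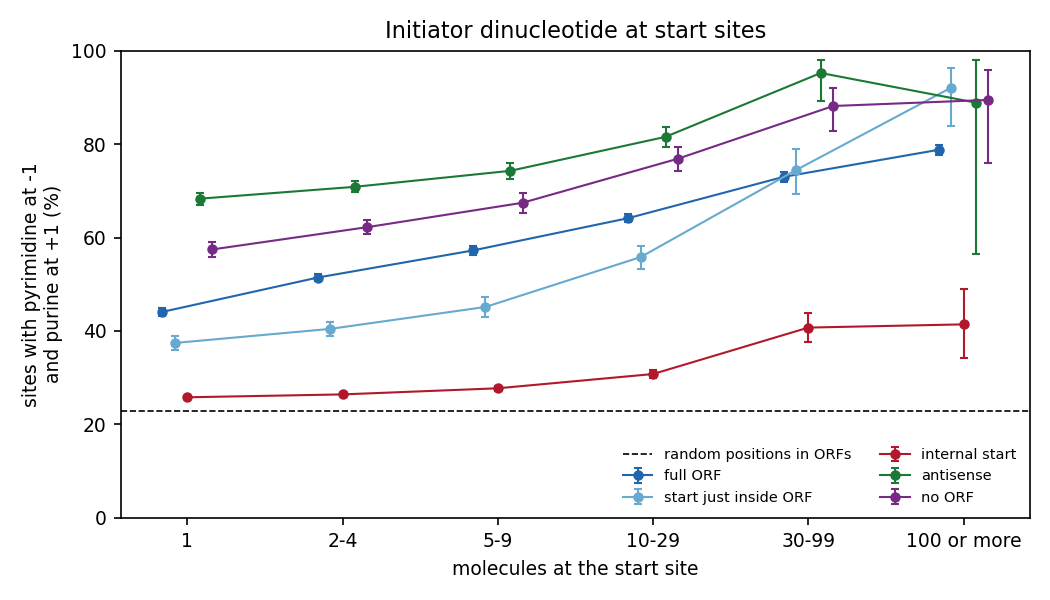
Share (%) of distinct start sites with a pyrimidine at position -1 and a purine at +1, by the number of molecules at the site, for 5 classes of molecule; bars are 95% Wilson intervals and the dashed line is random positions in the same ORFs (22.8%). Internal starts lie below the other classes at each level, at 25.8% for sites with 1 molecule and 41.4% for sites with 100 or more.

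Antisense molecules made up 1.03% of sense plus antisense molecules (1.02% to 1.03%), 61628 of 6010518. Without the 10 ORFs with the most sense molecules the share was 1.26%, and counting each isoform once moved it most, to 3.90%. At least 1 antisense molecule was found over 3739 ORFs and at least 50 over 233 ORFs. In 449 ORFs antisense molecules outnumbered sense molecules.

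FLO8 and STE11 are often used to measure initiation inside genes after loss of Set2. FLO8 (YER109C, chromosome V, 375215 to 377614, minus strand) had 33 sense molecules, of which 22 were internal starts and 0 covered the full ORF, and 35 antisense molecules. Its most used internal start was at position 376391, 1223 nt inside the ORF, with 11 molecules and the initiator dinucleotide. STE11 (YLR362W, chromosome XII, 849866 to 852019, plus strand) had 121 sense molecules, of which 109 were internal starts and 0 covered the full ORF. Its most used internal start was at position 851588, 1722 nt inside, with 44 molecules and the initiator dinucleotide. The internal-start share was 100% in both, with lower Wilson limits of 85.1% for FLO8 and 96.6% for STE11. Both ORFs are over 2000 nt long, a length at which full-ORF molecules were rare across the genome.

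The rule for naming further ORFs picked from the 486 at 100%, of which 417 were over 2000 nt. Of the 5 picked, all of them over 2000 nt, RRP5 (YMR229C, chromosome XIII, 725934 to 731123, minus strand) had 1183 sense molecules and 916 internal starts. REA1 (YLR106C, chromosome XII, 349006 to 363738, minus strand) had 1145 and 994. DNF1 (YER166W, chromosome V, 512744 to 517459, plus strand) had 1001 and 988, of which 277 started at position 517030, a site with the initiator dinucleotide. IMH1 (YLR309C, chromosome XII, 749034 to 751769, minus strand) had 1165 sense molecules but only 7 internal starts, and 1032 of its molecules started at or upstream of the start codon and ended inside the ORF. SPT6 (YGR116W, chromosome VII, 720409 to 724764, plus strand) had 927 sense molecules, of which 205 were internal starts and 715 had an internal end only. The share of 100% in IMH1 thus rested on 7 molecules, with a lower Wilson limit of 64.6%.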

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

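The tests of A-rich ends by kind of gene were chosen only after their results had been seen, and CCW22 was picked out for a test of shared reads after its count had been seen; the test of overlap with ORFs was set before.

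Molecules lay over annotated genes outside the set of protein-coding ORFs, which the main comparisons did not use. On the strand of these 429 genes there were 60008 molecules, 0.988% of the total. Of these, 14784 overlapped no ORF on the same strand. This drew attention because the series has no control sample and the number is above the 3 molecules that a count of 0 allows. Most of the 60008 molecules, 75.4%, also overlapped an ORF on the same strand, so for those the ORF's own transcripts or read-through are a candidate source. SNR18, with 14685 of them, lies inside the ORF EFB1, which has an intron. Only the ends were read, so EFB1 transcripts are counted over SNR18 even where its sequence was spliced out. By construction the overlap with ORFs leaves the 14784 molecules unexplained. Genes for snoRNAs had 10450 of them, other noncoding RNA genes 1594, and snRNA genes, tRNA genes and pseudogenes together 2740. Over the 12 rRNA genes there were 0 molecules. These include copies of the same gene, and whether molecules from repeated sequence were kept is not stated. This 0 therefore does not show that rRNA was absent from the libraries.

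Priming of cDNA synthesis on A-rich stretches inside an RNA that has no poly(A) tail was weighed next. Over all 14784 molecules, 19.1% had an A-rich end (18.5% to 19.7%), against 20.7% of full-ORF molecules. That test had been set beforehand. It was then split by kind of gene after the values had been seen, with a limit of 1.5 times the full-ORF share, or 31.1%, set at the same time. Molecules over snoRNA genes had A-rich ends in 12.5% (11.8% to 13.1%) and those over other noncoding RNA genes in 17.3% (15.5% to 19.2%), which argues against such priming as the main source of either. Without the gene with the most molecules of each kind, SNR33 and TLC1, these were 13.6% and 23.9%. The 2740 molecules over snRNA genes, tRNA genes and pseudogenes had A-rich ends in 45.4%, but 1660 of them lay over the pseudogene CCW22, and the kinds differed. For the 312 molecules over snRNA genes it was 79.2% (74.3% to 83.3%), 278 of the molecules being over LSR1, and for CCW22 it was 48.3% (45.9% to 50.7%). Priming on A-rich stretches may have contributed to both. The molecules over snRNA genes and over CCW22 had only 26 and 45 distinct ends. The intervals count molecules, so they do not cover the spread between ends. For the other pseudogenes the A-rich share was 10.8% (7.71% to 14.9%, 287 molecules), which argues against such priming there. For tRNA genes it was 34.1% of 481 molecules, with an interval that included the limit, so priming cannot be told apart from other sources at this count. Molecules over snoRNA genes ended a median of 138 nt past the gene, and 89.7% ended more than 50 nt past it, counted per gene over 11016 molecules. Of the same molecules, 85.7% started at or upstream of the gene, with a median start 0 nt from the gene's own start. A hypothesis left open by these values is that the molecules over snoRNA genes are extended and polyadenylated forms of snoRNAs. It was not tested beyond these start and end positions.

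CCW22 (YDR134C, chromosome IV, 721071 to 721481, minus strand) was looked at further. Reads shared with a paralogue were tested as an explanation. In 100% of its molecules at least 1 of the ends, read as 30 nt of genome, occurred once in the genome. Whether only uniquely placed molecules were deposited is not stated. If so, this share was close to fixed in advance, so it is only weak evidence against misplaced reads from a paralogue in R64. Differences between BY4741 and the R64 sequence were not tested. No biological explanation was tested for any of these molecules, since the design gives no second group.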

How the results depend on the processing

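Among the alternatives, those limited to ORFs of at most 1000 nt, without the 10 ORFs with the most sense molecules, or limited to start sites with at least 30 molecules were chosen after seeing the data. In all, 72 alternatives were computed. All 15 for the 2 relations across ORFs kept their direction and their side of p = 0.05 (permutation p = 1e-05 each, the smallest possible), with rho from 0.370 to 0.870 for ORF length and from -0.396 to -0.553 for sense molecules. The other alternatives belong to values with no test. Of those, 49 moved the value beyond its interval, which is narrow because it covers only the counting error of the large totals. The cause was not tested for any of them, except where the alternative itself sets it: counting each isoform once gives weight to rare isoforms, and a changed distance moves molecules between classes.

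Counting each isoform once gave class shares of 49.5% full ORF, 0.161% over more than 1 ORF, 3.93% starting just inside, 36.4% internal start, 2.32% internal end, 0.952% both internal, 3.78% antisense and 2.99% no ORF. The internal-start share became 42.4%, the antisense share 3.90%, and the median UTRs 37 nt (5′) and 122 nt (3′).

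Keeping only isoforms with at least 2 molecules gave 85.4% full ORF, 0.0525% over more than 1 ORF, 1.41% starting just inside, 9.85% internal start, 1.15% internal end, 0.225% both internal, 0.913% antisense and 0.986% no ORF. The internal-start share became 10.3% and the antisense share 0.922%, and both median UTRs stayed at 30 and 107 nt.

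Using only the 5735 ORFs that overlap no other gene gave 84.3% full ORF, 0.0425% over more than 1 ORF, 10.7% internal start and 1.07% no ORF, and an internal-start share of 11.3%. The class shares for starts just inside, internal ends, both internal and antisense stayed within their intervals, as did the antisense share.

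Leaving out A-rich ends gave an internal-start share of 11.3% and an antisense share of 1.11%. Without the 10 ORFs with the most sense molecules these were 13.5% and 1.26%. In ORFs of at most 1000 nt the internal-start share was 4.78%, under the 11.4% over all lengths.

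With internal starts counted from more than 0 nt inside, the share was 12.7%, the 5 parts of the ORF held 14.1%, 11.5%, 20.4%, 28.9% and 25.05% of them, and 28.2% of their sites had the initiator dinucleotide. From more than 200 nt inside, the share was 10.7%, the 5 parts held 0.635%, 9.88%, 24.0%, 35.1% and 30.5%, and the initiator share, 26.7%, stayed within its interval. The share in the first part thus depends on the distance chosen, while the fourth part held the most under all 3 distances. The distances do not test a loss of long molecules, which would also favour later parts of long ORFs. At start sites with at least 30 molecules the initiator share was 75.5% for full-ORF and 40.8% for internal starts. Isoforms per ORF became 37 with 100 molecules drawn and 14 in 10 nt windows.

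The alternatives that leave out a replicate were not run, since the libraries share 1 column, nor were those for the isoforms shared between replicates and the correlation between replicates. SET2 had no other alternative. No paired analysis was possible because the series has 1 group. At this depth 4211 of the 6002 ORFs had at least 50 sense molecules, so the relations leave out the rest, and the share of IMH1 rested on 7 molecules.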

Other observations

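The tests on the rise of the internal-start share with ORF length, on A-rich ends of molecules that end inside ORFs and on the marker genes were chosen only after their results had been seen; the other tests were set before their own results, though on patterns already noticed in the same data.

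The internal-start share rose with ORF length. Loss of long molecules in the method is a candidate explanation: full-ORF molecules per ORF fell 148-fold from the 1001 to 1500 nt window to the 3001 to 5000 nt window, while internal-start molecules per ORF fell 1.15-fold and kept a median length of 592 and 596 nt. The longest isoform measured was 4874 nt. This argues that the denominator of the share is lost in long ORFs. RNA levels from another method were not used here, so lower expression of long ORFs stays open as a part of the fall. Among ORFs of at most 1000 nt the share also rose with length (rho 0.581). From at most 500 nt to the 751 to 1000 nt window, it went from 1.86% to 6.15%. Full-ORF molecules per ORF went from 1458 to 2212 and internal-start molecules per ORF from 27.6 to 145. A lost denominator was thus not shown for that part of the rise. Initiation inside ORFs as the source of most internal starts was also tested. The initiator dinucleotide was at 26.9% of distinct internal start sites, near the 22.8% at random positions and far from the 71.6% at antisense starts, which argues against it for most sites. Ends of truncated RNA or incomplete cDNA may make up most of the sites, but that was not tested directly. The series has no wild type, so none of these values bears on what the loss of Set2 changed.

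A smaller set of internal starts looked different. Over all 1151 internal sites with at least 30 molecules, 40.8% had the initiator dinucleotide, between the 22.3% at random positions and the 94.7% at antisense sites of the same support, which left initiation inside ORFs undecided. The sites were then split by their part of the ORF's sense molecules, before the values of the split had been seen but because the whole was undecided. The 307 sites that took at least 10%, in 254 ORFs, had it at 79.2% (74.3% to 83.3%). The 844 sites that took under 10% had it at 26.9% (24.0% to 29.99%). The first set is consistent with initiation at most of these sites, and the second is not. Whether the first set depends on the loss of Set2 stays open and untested, as does a wrongly annotated start codon for some of these ORFs.

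The initiator share at internal starts was 29.8% in ORFs over 2000 nt against 25.1% in ORFs of at most 1000 nt. It did not rise steadily with length: it was 27.1% in ORFs of at most 500 nt, fell to 24.4% from 751 to 1000 nt, reached 30.6% from 2001 to 3000 nt and was 25.3% (23.8% to 26.8%) in ORFs over 5000 nt. The tests concern the pooled difference between the ORFs over 2000 nt and those of at most 1000 nt. Base composition was tested with random positions of the same ORFs, and the excess over them was still 4.41 percentage points larger in the ORFs over 2000 nt (bootstrap over ORFs 3.26 to 5.63), which argues against it. Lower expression of long ORFs was looked at in 3 groups of ORFs by sense molecules. In the group with the fewest the difference was -9.01 points (-12.7 to -5.61), in the middle group it was -2.45 (-4.71 to -0.314), and in the group with the most it was 2.90 (1.21 to 4.70). The difference thus kept its sign in 1 of the 3 groups and reversed in the others. The difference therefore depends on how many molecules an ORF had. Sense molecules are no separate measure of expression, since long ORFs also have fewer where long molecules are lost, so lower expression of long ORFs and that loss cannot be told apart here.

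Molecules that ended inside an ORF numbered 87498. Of these, 69.7% (69.3% to 69.96%) had an A-rich end, against 20.7% of full-ORF molecules, and 11.2% of random positions in the same ORFs were A-rich. With each isoform counted once, the share was 55.9% of 16691 isoforms, against 17.4% of full-ORF isoforms. Single ORFs weigh on the share of molecules: FUN12 (YAL035W) held 13068 molecules with an internal end only. In IMH1, one of the genes named in the report, 99.1% of the 1158 molecules ending inside had an A-rich end. Priming on A-rich stretches inside the transcript is a candidate source of most molecules that end inside ORFs. The rest, and early polyadenylation at sites that happen to be A-rich, stay open.

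Some short ORFs had nearly no full-ORF molecules. Of 1647 ORFs of at most 1000 nt with at least 50 internal-start and full-ORF molecules, 27 had an internal-start share over 90%, and they were singled out after these values were seen. Scattered truncated ends were tested as the explanation. The most used internal site had the initiator dinucleotide in 22 of the 27, or 81.5% (63.3% to 91.8%), against 28.4% (25.1% to 31.9%) in 677 ORFs of the same length range with a share of at most 50% and at least 51 internal-start molecules. A median of 35.6% of internal-start molecules lay within 10 nt of that site, against 22.3% in the comparison ORFs. Both argue against scattered ends. EMI1 (YDR512C) had the most internal-start molecules of the 27, 2750 against 1 full-ORF molecule, and 1864 of them started 264 nt inside the annotated ORF, 24 nt upstream of an in-frame ATG. An in-frame ATG downstream of the most used site was found in 17 of the 27 ORFs, looking only at those without introns, and lay within 50 nt in 9 of them. In AAD4 it lay 291 nt downstream. These counts do not single out the annotation. A start codon annotated too far upstream, a difference between BY4741 and the reference, and a promoter inside the ORF are hypotheses that were not tested. Overlap of the 27 with genes outside the ORF set was not checked either. YGL088W had 514 internal-start molecules. The snoRNA gene SNR10 on chromosome VII also had 514 molecules, each of which overlapped an ORF on the same strand. Whether these are the same molecules was not tested.

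SET2 had 0 molecules. Poor recovery of ORFs of this length was tested as the reason, and 0.218% of the 458 ORFs of similar length had no molecule on either strand, which argues against it. The deletion itself, which the design names, stays open as the explanation. The marker genes of the parent strain were looked at as a check for cells of another strain. Of LEU2, MET17 and URA3, which BY4741 lacks, LEU2 and MET17 had 0 sense molecules. Among 640 ORFs of a length similar to LEU2, 30 had no sense molecule, as did 65 of 678 for MET17. URA3 had 5 sense molecules, so the sum over these genes was 5. All of the 5 started between 114658 and 115341 on chromosome V, at least 826 nt upstream of the URA3 ORF (116167 to 116970), ended past it, and had 0 ends inside it. Only the ends were read, so a transcript that crosses the deletion would give the same positions, and these molecules are no evidence of URA3 sequence. Whether a small share of cells carried these genes cannot be told apart from none, since the level of the genes in a strain that carries them was not measured. HIS3, which BY4741 lacks only in part, had 2088 sense molecules.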
